# Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity

**DOI:** 10.1093/nar/gku596

**Published:** 2014-07-31

**Authors:** Vinod Kumar Yadav, Ram Krishna Thakur, Bruce Eckloff, Aradhita Baral, Ankita Singh, Rashi Halder, Akinchan Kumar, Mohammad Parwez Alam, Tapas K. Kundu, Raj Pandita, Tej K. Pandita, Eric D. Wieben, Shantanu Chowdhury

## Abstract

Previous studies have analyzed patterns of transcription, transcription factor (TF) binding or mapped nucleosome occupancy across the genome. These suggest that the three aspects are genetically connected but the cause and effect relationships are still unknown. For example, physiologic TF binding studies involve many TFs, consequently, it is difficult to assign nucleosome reorganization to the binding site occupancy of any particular TF. Therefore, several aspects remain unclear: does TF binding influence nucleosome (re)organizations locally or impact the chromatin landscape at a more global level; are all or only a fraction of TF binding a result of reorganization in nucleosome occupancy and do all TF binding and associated changes in nucleosome occupancy result in altered gene expression? With these in mind, following characterization of two states (before and after induction of a single TF of choice) we determined: (i) genomic binding sites of the TF, (ii) promoter nucleosome occupancy and (iii) transcriptome profiles. Results demonstrated that promoter-proximal TF binding influenced expression of the target gene when it was coupled to nucleosome repositioning at or close to its binding site in most cases. In contrast, only in few cases change in target gene expression was found when TF binding occurred without local nucleosome reorganization.

## INTRODUCTION

Although transcription factors (TFs) can recognize cognate binding sites on the nucleosomal surface, functional binding is almost always associated with chromatin modification, remodeling and finally displacement or compaction of nucleosomes. Specific epigenetic signals determine the site and state of this reorganization based on the bound TF, leading to cellular differentiation. Modification of the cellular phenotype from a group or ‘community’-like (epithelial) state to a more solitary (mesenchymal) form (epithelial to mesenchymal transition, EMT) is a basic developmental feature that has been well studied (reviewed in (1,2)). Metastasis or spreading of cancer from the site of origin is also manifested with enhanced mesenchymal features in tumor cells (3,4). In this context, though gene expression networks for the EMT are well studied, regulation of the nucleosomal or chromatin state is poorly understood (5).

Though there are several minor variations, the overall chromatin architecture of a given transcription unit may be summarized as: a ‘−1’ nucleosome positioned upstream of the transcription start site (TSS), a nucleosome-free region (NFR) followed by a ‘+1’ nucleosome downstream of TSS, in addition to an array of positioned nucleosomes throughout the gene body (6). This basic organization is stabilized by modified histones or histone variants placed at specific regions within genes (7,8). Organizational change in chromatin such as altered positioning of the +1 and/or −1 nucleosome with resultant change in the NFR (9), altered inter-nucleosomal spacing due to chromatin compaction (10–12) and/or histone variant occupancy near TSS (13) may result in transcriptional response (14–16). Together these can modulate accessibility of genomic DNA *in vivo* toward binding of TFs (6). This model is supported by high-resolution nucleosome maps generated for human promoters by subjecting chromatin to micrococcal nuclease (MNase) and detecting the undigested DNA with tiling arrays (17) or deep sequencing (MNase-Seq) (15).

By employing the yeast system, nucleosome dynamics during transcriptional changes has been investigated in detail. It was found that nucleosome reorganization as a result of physiological perturbations by means of heat-shock induced large-scale transcriptome changes in yeast. However, at the nucleosomal level, most changes were limited to one or two nucleosomes per promoter (16). Furthermore, genome-wide analysis of nucleosome dynamics during meiotic development in yeast revealed dramatic reorganization of chromatin (9). A combined analysis of nucleosome architecture, transcriptional states and status of DNA binding factors from publicly available data sets in yeast suggested DNA binding factors may control promoter nucleosome architecture (18). Other studies found that nucleosome repositioning events may facilitate TF binding and gene expression upon androgen treatment (19), during differentiation of hematopoietic stem cells to erythrocytes (20), or interferon-beta activation following virus infection (21). Together, these suggest a process where nucleosome remodelers, general TFs and the transcriptional elongation machinery together orchestrate the nucleosome-positioning pattern *in vivo* (22–24).

This understanding prompts further interesting questions regarding both the nature of TF/nucleosome interactions and to what extent this influences transcriptional response. For example, in earlier studies, induced physiological perturbations activated multiple TFs (19–21), it is not clear how unique site-specific TF binding influences nucleosome (re)organizations locally (in close vicinity of their binding sites). Another pertinent question is: do all sites occupied by a TF, and associated nucleosome occupancy changes result in altered gene expression? Keeping these in mind, we sought to study binding of single TF that would also induce the physiological change. A candidate TF was first identified from analysis of early and advanced lung cancer transcriptome profiles. *In vivo* binding sites of the TF, nucleosome positions and transcriptome profiles of both the metastatic and induced non-metastatic state in lung cancer cells were then determined (see Scheme S1 in Supplementary Information for a summary of the overall design) and using these, the correlation between target site occupancy, nucleosome reorganization and their combined effect on the transcriptome was examined. Results that suggest a model where TF binding coupled with nucleosome reorganizations that influence transcription are: (i) almost always associated with nucleosome repositioning that is at close proximity to the TF binding site (TFBS) and (ii) constrained to specific loci, and not spread over the whole genome.

## MATERIALS AND METHODS

### Chromatin immunoprecipitation and sequencing

Chromatin immunoprecipitation (ChIP) assays were performed following the Fast ChIP protocol (25). Briefly, two plates were made with 1 × 10^5^ A549 cells in each, on achieving 80% confluency the first plate was transfected with the clone pcDNA3-NME2-Myc to induce non-metastatic 2 (NME2). The second plate was left untreated (un-induced condition). After 48 h, ChIP was performed using cells from each plate independently and cells were fixed with 1% formaldehyde for 10 min, lysed and sheared (∼300 bp) using a Misonix 3000 sonicator. Twenty-five per cent of lysate was used to isolate input chromatin using phenol–chloroform and ethanol precipitation. The remaining lysate was pre-cleared using protein-A sepharose beads and further divided into two equal portions: one part was immunoprecipitated using antibody specific to the Myc epitope (clone 9E10, anti-*c*-Myc monoclonal, Sigma) and a negative control of immunoprecipitation was prepared by adding isotypic control (IgG) to the second portion. Immunoprecipitation was done by incubating overnight at 4°C with 2 μg of antibody. The un-induced experiment was treated in a similar fashion before immunoprecipitation with nm23-h2-L-16 antibody (sc-17587, Santa Cruz Biotechnology Inc.); IgG was used as the respective isotypic control. Immune complexes were collected using herring sperm DNA-saturated protein-A Sepharose, washed and eluted using Chelex-100 after proteinase K treatment. Reads were aligned (mapped) to the unmasked human reference genome (NCBI v36, hg18) using the MAQ (Mapping and Assembly with Qualities) (26) after clipping to 24 bp based on quality scores. The sequences were then mapped to the reference human genome (NCBI Build 36, UCSC hg18). Only those that aligned to the reference genome were further considered for peak generation. To accommodate variations relative to the reference genome, up to two mismatches were allowed. Commercially available small interfering RNAs (siRNAs) from Dharmacon, Inc. USA, were used to silence expression of NME2 (transient depletion) in A549 wherever required.

### Peak generation following ChIP-seq

The resulting sequence read distribution was processed with ChIP-Seq peak locator utility, CisGenome (26). CisGenome uses a conditional binomial model to identify regions in which the ChIP reads are significantly enriched relative to the control reads. A false discovery rate of 10% was considered while predicting NME2 target regions. In order to filter out low-quality sites we applied two post-processing options boundary refinement and single-strand filtering.

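The lists left after this filtering gave for each peak a running number, a chromosome, a start and an end, and no score. The running numbers reached 3191 before and 16135 after inducing NME2, and 650 and 4590 of the numbers were absent, which is 20.4% and 28.4% of each series. No peak of a list touched or overlapped another peak of the same list. The median peak width was 32 bp before induction (quartiles 28 and 113 bp) and 92 bp after induction (quartiles 29 and 200 bp), and the narrowest peak had 28 bp in both lists. The difference of 60.0 bp between the medians had a two-sided p of 1e-05 when the list labels were permuted over peaks, the smallest value that 100000 permutations can give. This test compared the 2 lists and not replicate libraries. Of the peaks before induction 1250 (49.2%) were at most 29 bp wide, and of the peaks after induction 4908 (42.5%). Among peaks wider than 100 bp, the commonest width was 198 bp in both lists. Between peaks that overlapped no peak of the other list, the medians differed by 61.0 bp.

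**Figure D1:**
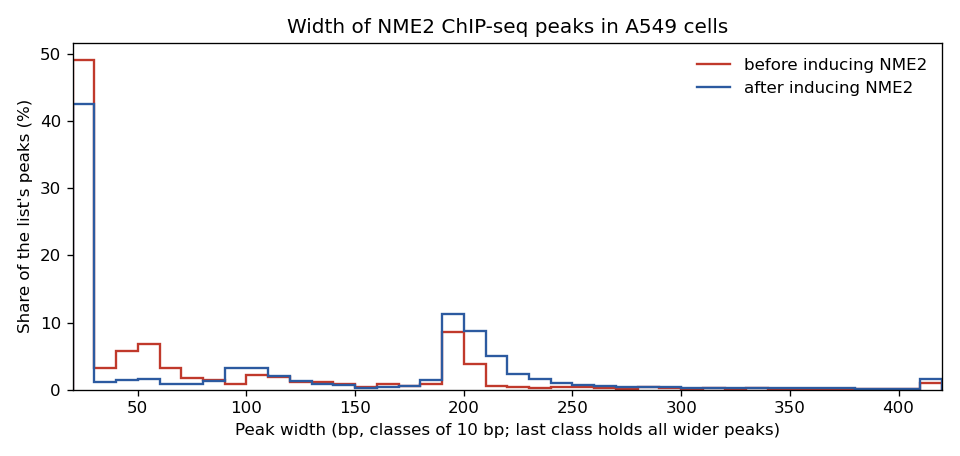
Width of the peaks of each list, with the width in classes of 10 bp on the x axis and the share of the list's peaks in percent on the y axis; the last class holds all wider peaks. Most peaks of both lists are either in the narrowest class, with 49.2% of the peaks before and 42.5% after inducing NME2, or spread above it with a second maximum near 198 bp.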

### Mononucleosome preparation and hybridization to promoter tiling array

A549 cells (NME2-induced or -depleted, along with respective control cells) were grown in T-75 flasks till 80% confluency in Dulbecco's modified Eagle's medium, trypsinized, pelleted and washed with ice-cold 1X phosphate buffered saline. Five times the packed pellet volume of 1X hypotonic buffer was added, cells homogenized, IGEPAL (a non-ionic, non-denaturing detergent) was added to final concentration of 0.6% lysate, vortexed and centrifuged at 12 000 revolutions per minute. Pellet (nuclei) was resuspended in MNase digestion buffer and incubated on ice. OD (Optical Density) was measured and 1 unit of MNase/OD was added to the suspension. Following incubation at 37ºC for 30 min the reaction was stopped using stop-buffer, treated with proteinase K (1 mg/ml) overnight at 37ºC before phenol–chloroform purification and ethanol precipitation to pellet down the mononucleosomal DNA. Precipitated DNA was washed with 70% alcohol and dissolved in water. DNase-treated cells were taken as control. Mixture containing 3 μg of DNA, 50 mMTris-Cl, 5 mM MgCl_2_ and 0.3 μg/μl of random hexamers was incubated at 95ºC for 5 min and chilled to 4ºC. 5 μl dNTP (1.2 mM dGTP, dCTP, dATP and 0.25 mM dUTP) and 50 units of Klenow were incubated first at 22ºC for 10 min, then 37ºC for 30 min and finally 95ºC for 5 min and chilled as above. Fifty units of Klenow were added again and the mix first kept at 22ºC for 10 min and then 37ºC for 30 min. Reaction was stopped by phenol–chloroform followed by purification using Qiagen columns. Purified product was fragmented and labeled as per Affymetrix Chromatin Immunoprecipitation Assay protocol before hybridization to Gene Chip Human Promoter Tiling array 1.0R (Affymetrix) as per manufacturer's protocol. The control DNase-treated cells were also subjected to labeling reactions as above before hybridization. Nucleosome positions were identified using iChIP (Bioconductor package).

### Nucleosome occupancy analysis

A549 cells depleted for NME2 were generated using commercially available short hairpin RNAs (from Origene Inc., USA; catalog no. TR311160) and stable cell clones were selected in presence of puromycin. For analysis of nucleosome repositioning, we considered a distance of 300 bp (+/− 150 bases), in other words, a nucleosome was denoted as repositioned in the NME2-induced condition when detected beyond 300 bp of a nucleosome found in the cells before NME2 induction. In order to avoid arbitrary assignments, in cases where a gene belonged to more than one category (while assigning NME2 nucleosome associations during repositioning analysis (Figure 5)) it was considered in all the respective cases.

**Figure 1.**
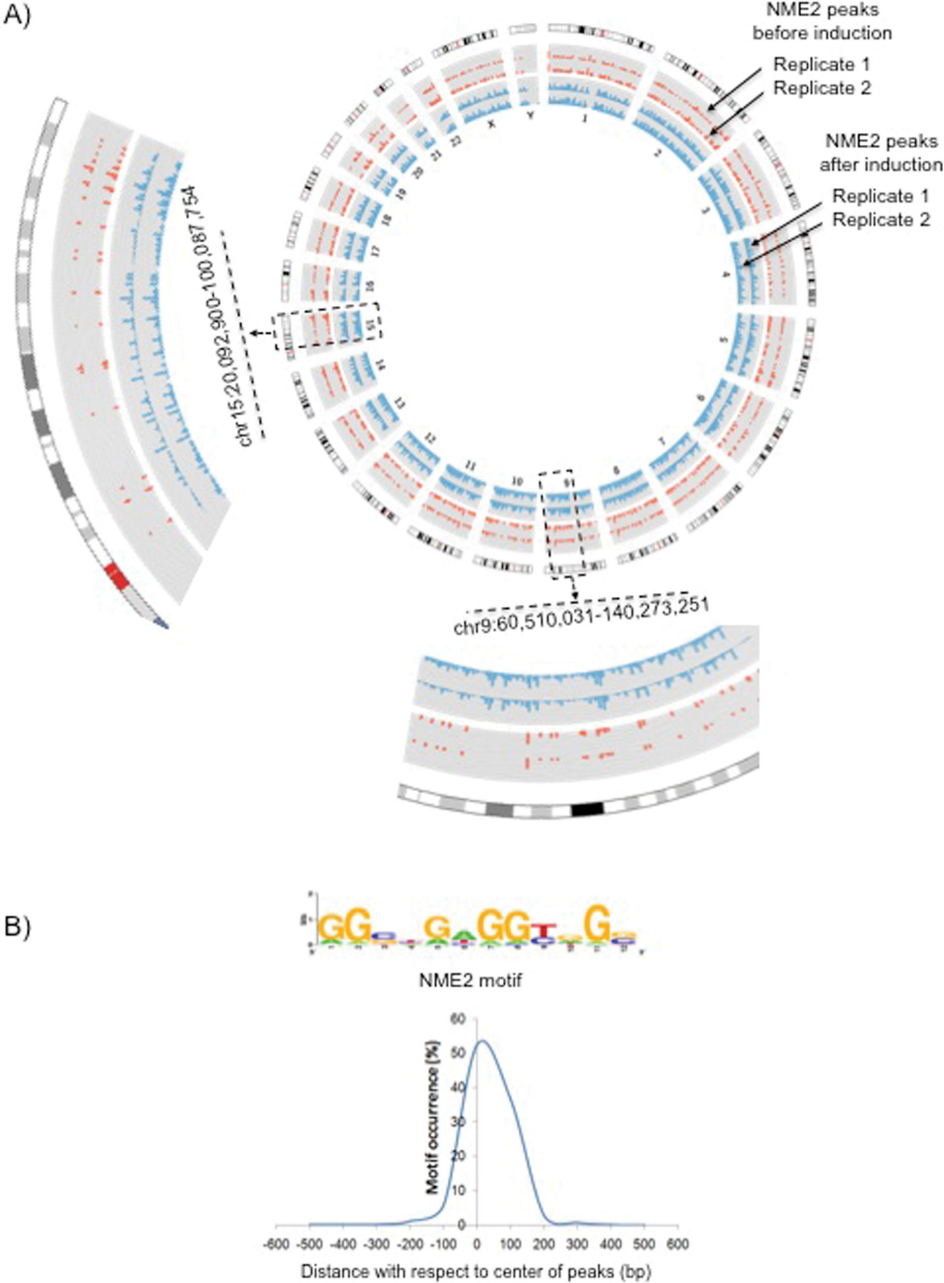
NME2 binding sites before or after inducing NME2. (**A**) A Circos plot showing ChIP-seq peak distribution of NME2 on all chromosomes (1–22, and X and Y); peaks in red represent NME2 binding sites before induction; peaks in blue represent NME2 binding sites after induction (replicates are shown in both cases). Two projections from chromosomes 9 and 15 are shown. (**B**) Twelve-mer consensus NME2 binding motif identified using Gibbs sampler (upper panel)—distribution of the 12-mer motif within NME2 peaks constructed from read counts is shown in the lower panel.

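In the deposited peak lists, in which the replicates are not kept apart, the interval projected from chromosome 9 held 72 peaks before and 317 peaks after inducing NME2, a ratio of 4.40. The interval projected from chromosome 15 held 67 peaks before and 312 after, a ratio of 4.66. These were 2.83% (Wilson 95% interval 2.26 to 3.55%) of the list before induction and 2.75% (2.46 to 3.06%) of the list after induction for chromosome 9, and 2.64% (2.08 to 3.34%) and 2.70% (2.42 to 3.01%) for chromosome 15. For both projections the intervals of the shares overlapped, and a difference in share between the lists was not detectable with these peak numbers.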

**Figure 2.**
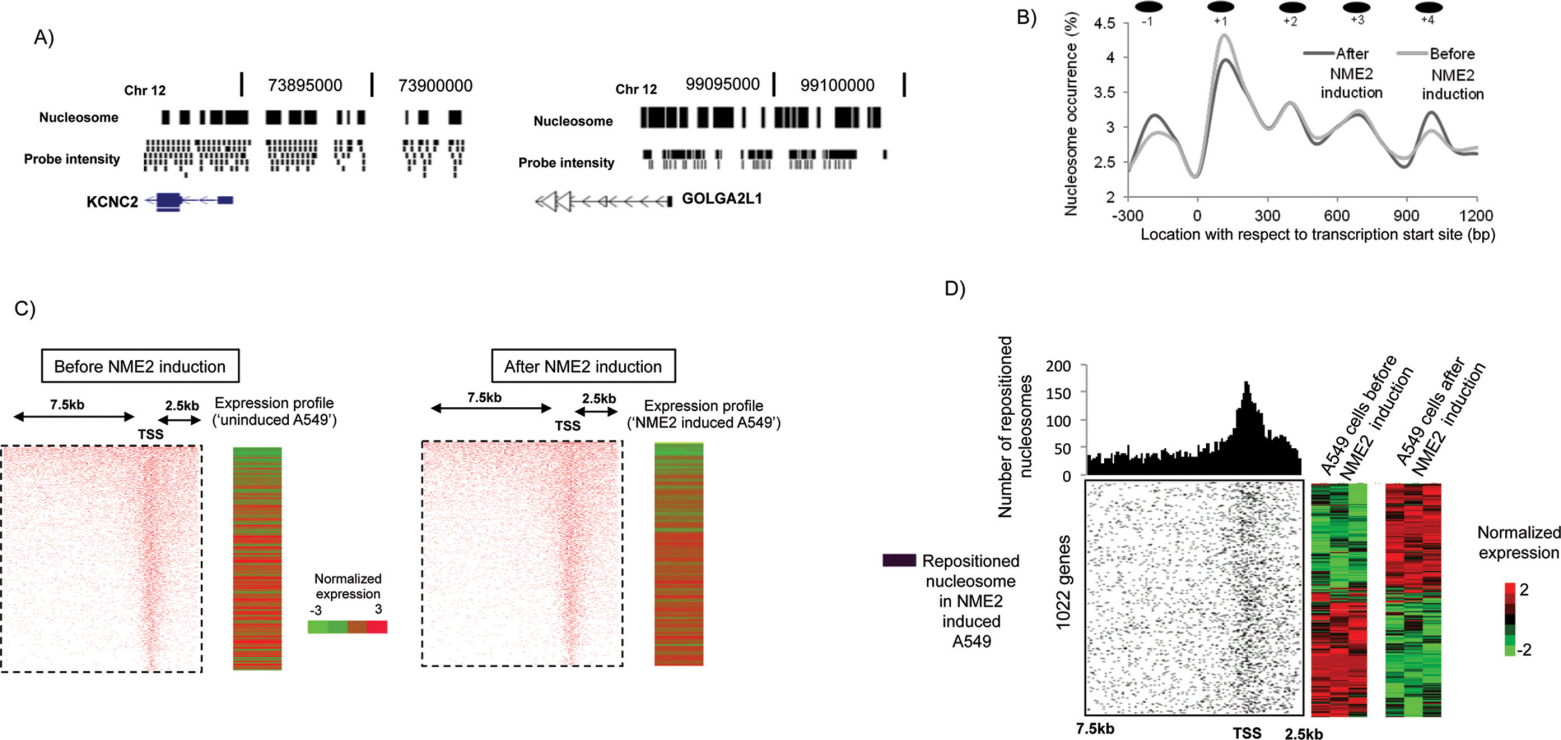
Nucleosome positions detected in A549 cells before and after inducing NME2. (**A**) UCSC browser representation of nucleosome positions with corresponding probe intensity at two loci on chromosome 12. (**B**) Nucleosome occupancy around TSS and expression level of corresponding genes in cells before (left panels) and after NME2 induction (right panels); gene expression was normalized within respective cases by z-transformation with respect to the mean expression level of the data sets. (**C**) Frequency of occurrence and location of nucleosomes around TSS. −1, +1, +2, +3, +4 denote sequential presence of nucleosomes with respect to their occurrence from TSS; percentage of total number of nucleosomes found in respective cases, before or after induction of NME2. (**D**) Left panel: distribution of repositioned nucleosomes around TSSs in NME2-induced cells relative to the status in cells before NME2 was induced; number of repositioned nucleosomes in a window size of 100 bp is shown on top. Right panel: expression of corresponding genes shown in triplicate before and after NME2 induction.

**Figure 3.**
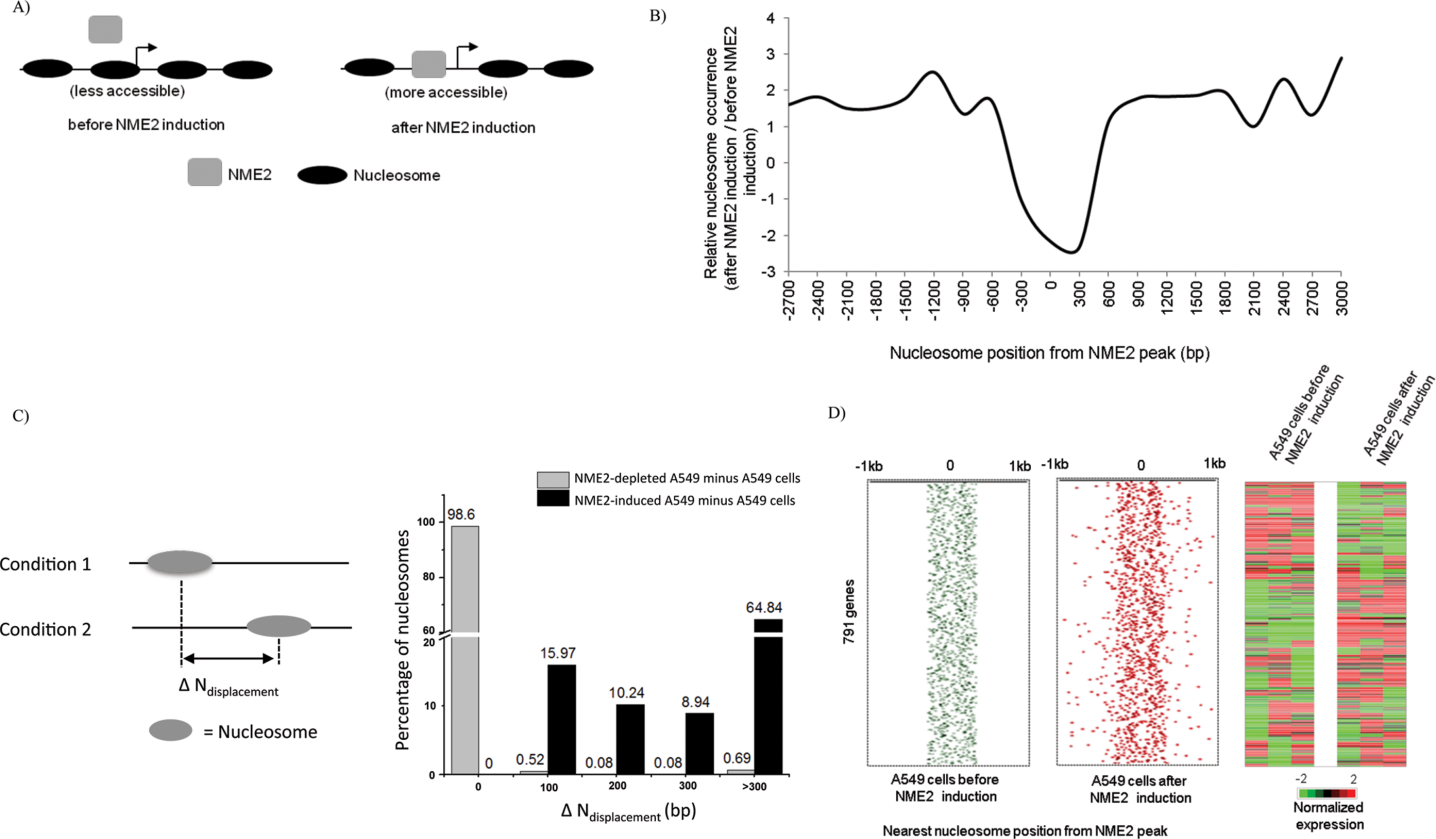
Nucleosome depletion and NME2 occupancy. (**A**) Schematic representation of possible relationship between nucleosome positions before and after inducing NME2. (**B**) Nucleosome occupancy is depleted on or near NME2 binding sites on inducing NME2 relative to the condition before NME2 induction. Ratio of number of nucleosomes detected after/before NME2 induction in 300 bp windows is shown; x-axis denotes the distance of nucleosomes from the nearest NME2 binding site in NME2-induced cells. (**C**) Schematic representation of nucleosome shift between two conditions was represented by Δ*N*_displacement_ (left panel). Percentage of shifted nucleosomes plotted for a given Δ*N*_displacement_ is shown in the right panel (x-axis was plotted to indicate: no shift, shift in 100 bp windows and shift exceeding 300 bases). Distribution of the nucleosome shift was also found for the NME2-depleted condition minus A549 cells; significance of the difference in distributions was tested using the Wilcoxon rank sum test (*P* = 0.00016). (D) Position of the nearest nucleosome with respect to NME2 binding sites in cells before (green) or after inducing NME2 (red; left panels); 791 genes where the nearest nucleosome was within 300 bp and shifted in the NME2-induced condition are shown. Expression level of corresponding genes in triplicate before or after NME2 induction is shown in the right panels.

**Figure 4.**
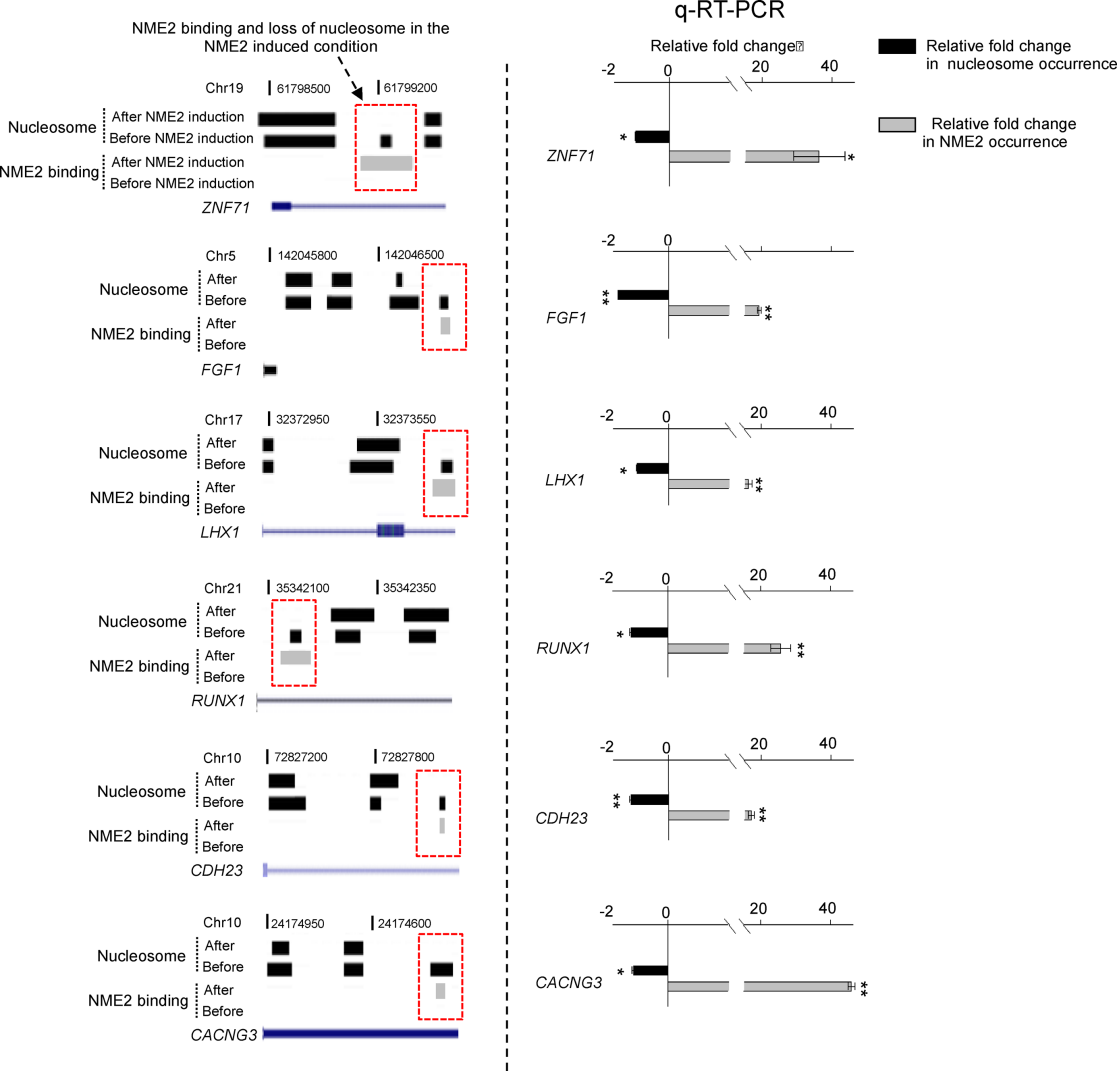
Validation by quantitative real-time PCR (Polymerase Chain Reaction) for NME2 binding and nucleosome occupancy. Nucleosome positions and NME2 binding sites are shown before and after NME2 induction at six different loci in the left panel (genes shown in UCSC browser representation); right panel shows validation at the corresponding loci by quantitative real-time PCR for NME2 binding and nucleosome occupancy in cells before and after inducing NME2. Relative fold change is shown on x-axis. Experiments were performed in triplicate; error bars are for standard deviation (* and ** represent *P* < 0.05 and *P* < 0.01, respectively).

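The deposited peak lists were searched in the window drawn for each of the 6 genes, read by eye from the axis of the figure and extended by 1000 bp on each side. No window held a peak of the list before induction. In the list after induction, 2 of the 6 loci held a peak and 4 did not, with CACNG3 counted on chromosome 16, where Supplementary Figure 3 places it. On chromosome 10, printed for CACNG3 in Figure 4, its window held no peak, and 1 locus then had a peak. At ZNF71 a peak of 84 bp lay on chromosome 19 of hg18 from 61798882 to 61798965, inside the drawn window. The nearest peak before induction on that chromosome was 837 kb away. At FGF1 the nearest peak after induction lay 5.98 kb outside the window, on chromosome 5 from 142052481 to 142052509. At RUNX1 it lay 9.39 kb outside, on chromosome 21 from 35332677 to 35332705, and at LHX1 it lay 109 kb outside, on chromosome 17. With the windows extended by 5000 bp the number of loci with a peak after induction stayed at 2, and with 200 bp it was 1. At 200 bp the peak at CACNG3 fell outside, 0.225 kb from a window read by eye. The peak lists carry no signal below the peak caller's threshold, so binding too weak to be called at these loci was not detectable here. The paper reports higher NME2 occupancy after induction at all 6 genes by quantitative PCR, which was not analysed here.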

**Figure 5.**
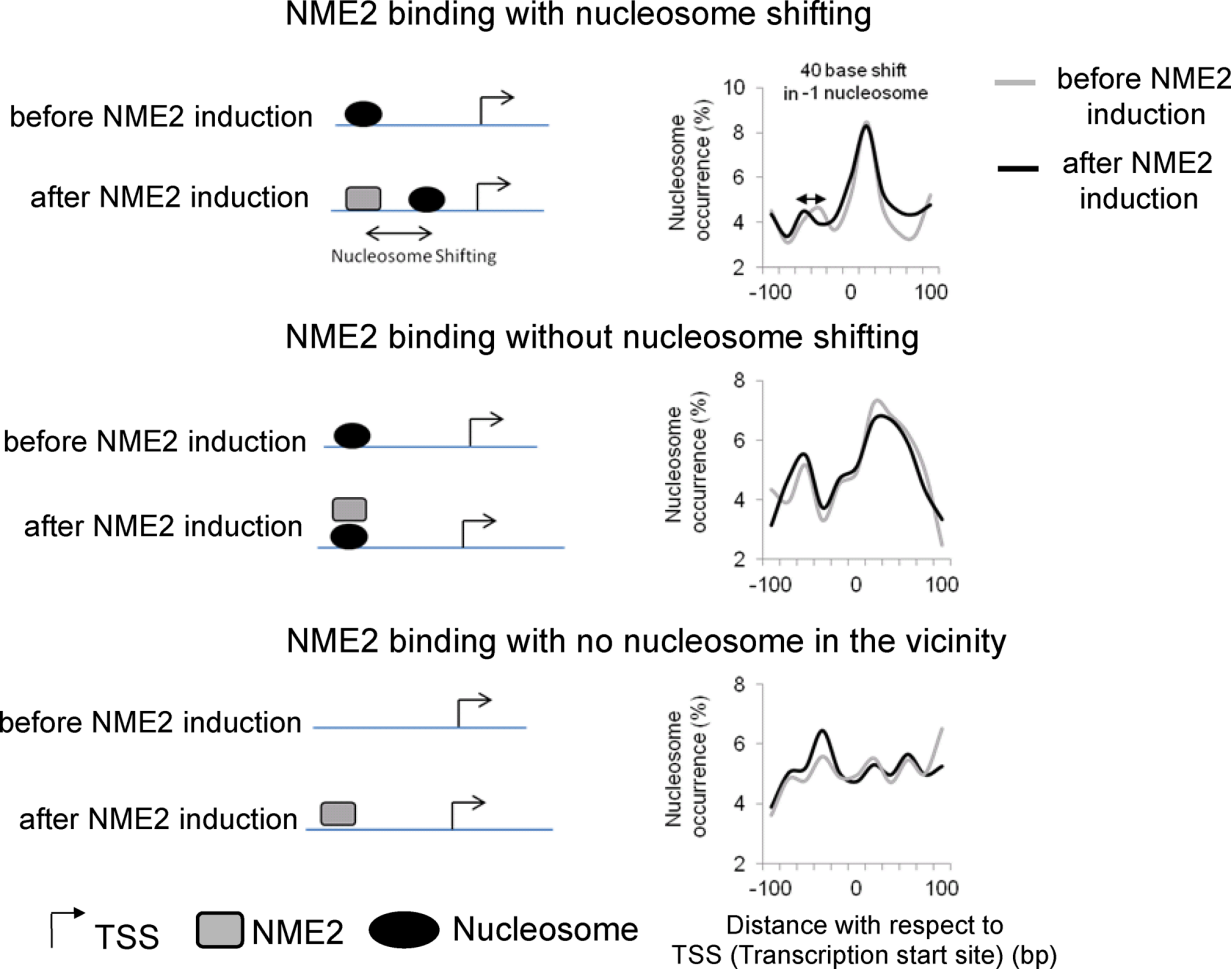
TF binding and nucleosome repositioning models analyzed in this study. Nucleosome shift in the vicinity of TF binding results in repositioning of the −1 nucleosome (upper panel), whereas co-occupancy (center panel) or target site binding that has no associated nucleosome repositioning in close vicinity either before or after induction of the TF (lower panel) shows no significant change in −1 or +1 nucleosome positions. Percentage of nucleosomes is based on genome-wide total for respective cases; to avoid arbitrary assignment genes were considered in more than one category where applicable.

### Quantitative real-time PCR for validating ChIP-nucleosome positioning

For validating individual nucleosome positions, quantitative real-time PCRs were performed using ChIPped DNA on ABI's (Applied Biosystems, Inc.) 7500 fast platform. Equal concentration of ChIP DNA was taken from the test (from NME2-induced cells) and contro‘l (un-induced) samples. The results were analyzed using comparative computed tomography method. Primers were designed against the obtained peak region using ABI's Primer Express software (Supplementary Table S1).

### Western blotting

Western blot for NME2 was done using antibody from Abcam, Cambridge, MA, USA (catalog no. ab60602). Actin was probed by antibody from Sigma (catalog no. 1978).

The gene expression, nucleosome positioning and ChIP-seq data have been submitted to Gene Expression Omnibus (http:/www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE40194, GSE40300, GSE40363 and GSE18182.

## RESULTS

We analyzed expression of 1722 regulatory factors, including ones involved in cancer metastasis (27–29), in transcriptome profiles of 382 lung cancer clinical cases. Our analyses identified that a metastasis suppressor NME2 (also known as NM23 H2/NDPK) was significantly down regulated in advanced stages across four independent data sets (*P* < 0.05, student's *t*-test; Supplementary Figure S1a). Details of this analysis including further experiments performed by us which confirmed that NME2 can induce anti-metastatic changes in lung adenocarcinoma-derived A549 cells are provided as supplementary material (Supplementary Information and Supplementary Figures S1b–d). Next, we determined NME2 occupancy, nucleosome positions and transcriptomes before and after induction of NME2 levels in A549 cells. As NME2 is endogenously expressed in A549 cells, we used the term ‘NME2 induced’ to refer to the cellular state following increase of NME2 levels. To ascertain whether NME2 protein level after induction in A549 cells was still in the physiological range, we analyzed protein expression of NME2 in normal lung lysates and tumor lung, and compared with NME2-induced A549 cells. Our comparative analysis clearly showed that NME2 level within induced A549 cells were within physiological range (Supplementary Figure S1e).

### Genome-wide NME2 binding, promoter-nucleosome occupancy and the transcriptional state

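A549 is a cell line derived from a human lung adenocarcinoma, and NME2 occupancy was measured in it by chromatin immunoprecipitation followed by sequencing. Each condition had 2 NME2 libraries and 1 library made with IgG, from cells taken at 48 h. Before induction, endogenous NME2 was precipitated with an antibody raised against NME2. After induction, cells had been transfected with Myc-tagged NME2, and an antibody labelled anti-c-Myc was used. The antibody therefore changed together with the condition, and the effects of the antibody and of the induction are not separated in these data. Whether the anti-c-Myc antibody precipitated more than the tagged NME2 was not tested here. The paper gives chromatin fragments of about 300 bp and an untreated control plate. The labels of the samples before induction also list no transfection, while the protocol text shared by all labels gives 500 bp, a control transfected with the empty vector and only the Myc antibody. The authors clipped the reads, which had 36 cycles by the labels, to 24 bp, aligned them with MAQ to the hg18 build and called regions enriched over IgG with CisGenome, followed by boundary refinement and single-strand filtering. They deposited 1 list of peaks per condition, in hg18 coordinates. The paper's text does not name how the replicates were combined for the lists. A peak has a position in these lists but no read count, score or value per replicate, so the depth behind a peak is unknown and no spread between replicates can be given. Differences between the lists were therefore tested over peaks, by permutation or by moving peaks along the chromosomes, and describe these 2 lists and not a spread between cultures. A peak was counted as shared where it overlapped a peak of the other list by at least 1 bp.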

ChIP followed by massively parallel sequencing (ChIP-seq) was performed in replicate for both conditions, before and after inducing NME2 (Figure 1A). Out of roughly 7 million sequence reads, >80% uniquely aligned to the reference human genome in each case (Supplementary Figure S2a). Using ChIP-seq reads enriched in NME2 relative to IgG, we found 2005 and 11 017 peaks before and after inducing NME2 in A549 cells, respectively. 

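The deposited lists held 2541 peaks before and 11545 peaks after inducing NME2, a ratio of 4.54. Of the peaks before induction, 536 (21.1%, Wilson 95% interval 19.6 to 22.7%) overlapped a peak found after induction. Of the peaks after induction, 528 (4.57%, interval 4.21 to 4.97%) overlapped a peak found before. The remaining 2005 peaks before and 11017 peaks after induction overlapped no peak of the other list. The intervals cover counting error only. When the peaks before induction were shifted circularly along their chromosomes, 2.01 of them on average and at most 9 in 10000 shifts overlapped a peak found after induction (one-sided permutation p = 0.0001, the smallest value these shifts can give). The share of peaks before induction that were found again moved most with the definition of overlap. It was 6.06% (154 peaks) when at least 50% of both peaks had to overlap. From the reads enriched relative to IgG, the paper reports peak numbers for both conditions and states that the number of NME2 binding sites increased after induction.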

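Both lists had peaks on all of the 24 chromosomes. The share of a list that fell on a chromosome differed between the lists by a median of 0.395 percentage points and by less than 1 percentage point for 19 chromosomes. The shares that were most in excess before induction were those of chromosome 16, with 4.64% of the peaks before and 2.88% after inducing NME2, of chromosome 10 (6.89% and 5.16%) and of chromosome 4 (6.89% and 5.75%). The shares most in excess after induction were those of chromosome X (3.54% before and 4.83% after), chromosome 6 (4.41% and 5.68%) and chromosome 11 (4.21% and 5.02%). Over all chromosomes the chi-square statistic was 75.8, with a two-sided permutation p of 1e-05 from shuffling the list labels over peaks, the smallest value that 100000 shuffles can give. In Fisher's exact tests of each chromosome against the rest, with Benjamini-Hochberg adjustment over the 24 chromosomes, 4 chromosomes had an adjusted p under 0.05. By this exact test they were chromosome 16 (adjusted p = 0.000282), chromosomes 10 and Y (0.00589 each) and chromosome X (0.0281). Chromosome Y was named after its values were seen, and it held 1.5% of the peaks before and 0.745% after induction. Peaks are not independent of their neighbours. When peaks of either list within 100 kb of each other were counted as 1 cluster, 2040 clusters held a peak before and 7296 a peak after induction, and the chi-square statistic over chromosomes was 18.9 (permutation p = 0.708). There were 7952 clusters in all, and those with peaks of both lists counted for both, which draws the 2 distributions together by itself. Of the 175 peaks before induction on chromosome 10, 49 lay between 41677457 and 41920420, where the list after induction held no peak in the same 1 Mb bin. On chromosome 16, 41 of the 118 peaks before induction lay between 44945633 and 44993115, in a bin that also held no peak after induction, and 29 peaks lay on chromosome 4 between 48088466 and 48851703, in a bin with 3 peaks after induction.

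**Figure D2:**
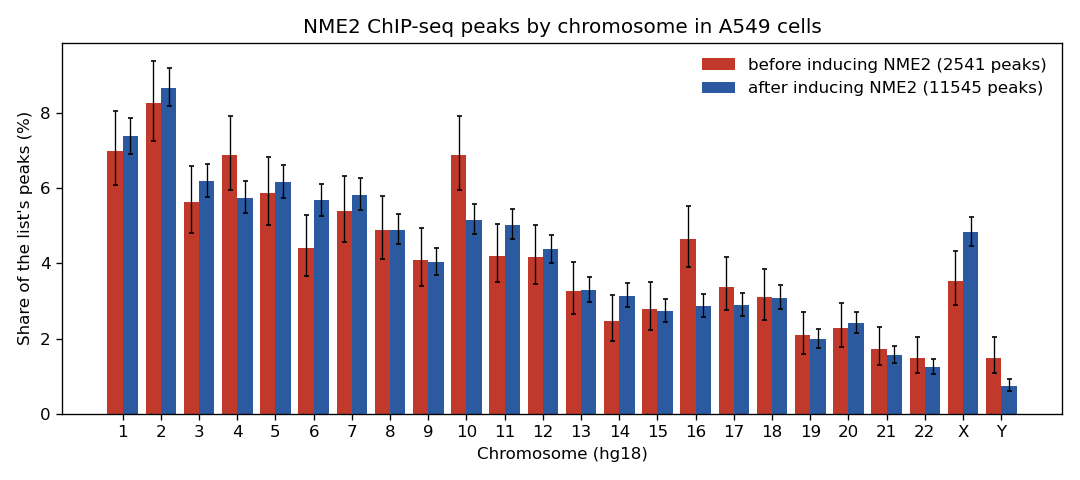
Share of the NME2 peaks on each chromosome, with the chromosomes of hg18 on the x axis and the share of the list's peaks in percent on the y axis; red bars are the 2541 peaks before and blue bars the 11545 peaks after inducing NME2, and error bars are Wilson 95% intervals for counting error. The bars of chromosomes 10 and 16 are higher before induction and the bar of chromosome X is higher after induction, while most other chromosomes have similar bars.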

Although, number of NME2 binding sites increased after induction, a close inspection of peaks (sites of NME2 binding to DNA) showed that their chromosome-wise distribution was largely similar in both cases (Figure 1A: Circos plot, and Supplementary Figures S2b and c). The replicates were also similar (Figure 1A: Circos plot, and Supplementary Figure S2d). The frequency of TFBSs was also largely similar before and after induction of NME2 (Supplementary Figure S2e). A 12-mer consensus motif identified using Gibbs sampler (30) was present in >70% of the ChIP-seq peaks (Figure 1B upper panel). We noted that the motif found from ChIP-seq was similar to the one reported earlier from analysis of a single promoter (31) and unpublished data of Thakur *et al*. (submitted for publication) As expected, in more than 50% cases the NME2 motif occurred within 50 bp of the center of peak (Figure 1B lower panel). We next performed transcriptome profiling of A549 cells before and after NME2 induction. Comparative analysis of the expression profiles revealed 1679 genes as differentially expressed (781 genes were up and 898 genes down regulated (*P* < 0.05)) in NME2-induced cells; out of these we found at least one NME2 binding site (in the induced condition) within 10 kb of the TSS in as many as 1235 genes.

We next asked whether altered state of chromatin in regulatory regions influenced NME2 occupancy and consequent gene expression changes. To test this, nucleosome positions were determined in the A549 cells before and after NME2 induction. Mono-nucleosomes were isolated by MNase digestion and we mapped nucleosome positions to putative promoter regions (−7.5 kb to 2.5 kb of TSSs) using tiled microarrays (Figure 2A) and found 157 634 and 162 570 nucleosomes before and after NME2 induction, respectively. Next, we checked the relationship between overall number of nucleosomes on each promoter and the expression level of corresponding gene and found that enriched promoter-nucleosome occupancy correlated with decreased expression of corresponding genes (*r* = −0.73; *P* < 0.05 before NME2 induction and *r* = −0.80; *P* < 0.05 after NME2 induction, Pearson correlation; Figure 2B).

### Target site proximal promoter-nucleosome repositioning upon NME2 expression

We noted distinct occurrence of nucleosomes with respect to TSSs across promoters for many genes, which showed a phased pattern that was consistent with previous studies of nucleosome distribution in human and yeast (15,32,33) (Figure 2C). On comparing the two states, before and after NME2 induction, we found ∼11.4% (18 024/157 634) nucleosomes on 1022 genes were repositioned in the NME2-induced condition. We also found that a large number of genes with repositioned nucleosomes were differentially expressed between the two states (830 out of 1022 genes (*P* < 0.05)) (Figure 2D). It is important to note that in contrast to Figure 2B which showed that a high overall increased number of nucleosomes on a given promoter relates to decreased expression, Figure 2D showed that differential expression of genes here resulted from repositioning (and not overall exclusion or gain) of nucleosomes within promoter. Interestingly, most repositioning events after NME2 induction were observed near TSSs (Figure 2D, upper panel).

We next checked target-site nucleosome occupancy before and after NME2 induction (Figure 3A). On analyzing relative occurrence we found lower number of positioned nucleosomes in the vicinity (∼300–500 bp) of NME2 target sites in cells after NME2 induction (Figure 3B). Out of 3956 NME2 target sites (within −7.5 to +2.5 kb of TSS) unique to the NME2-induced cells, 1257 (31%) present on 1119 putative promoters were found to either overlap or were within 300 bases of a nucleosome in cells before NME2 induction. Furthermore, 870 (∼70%) of the 1257 sites were found to be nucleosome-free in the NME2-induced condition, which involved repositioning of 870 nucleosomes in 791 genes on NME2 induction. Together, these findings indicate that many of the NME2 binding sites occupied by nucleosomes in the un-induced condition in A549 cells became NME2-bound (and nucleosome-free) in the NME2-induced condition.

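In the deposited peak lists, without the restriction to promoters, the number of peaks unique to the NME2-induced cells depended on how far a peak had to be from a peak found before induction. With a gap of more than 1000 bp required, 10753 peaks (93.1% of the list) were unique, and with peak centres more than 300 bp apart 10859 peaks (94.1%) were. When only an overlap of at least 50% of both peaks was counted as shared, 11391 peaks (98.7%) were unique. The positions of transcription start sites in hg18 were not used here, so the promoter sites and the nucleosomes near them were not counted.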

To analyze nucleosome repositioning with respect to the NME2 target site after versus before NME2 induction, we calculated the distance of nucleosome shift between the two conditions as Δ*N*_displacement_ (Figure 3C, left panel) and found ∼64% nucleosomes shifted by more than 300 bp in the NME2-induced condition. In order to test the significance of the noted nucleosome shift, we also calculated this distribution in A549 cells where NME2 was depleted (see below) relative to control A549 cells. Observed distributions were significantly altered following induction of NME2; in contrast, on NME2 depletion we did not find any repositioning in most cases (Wilcoxon rank sum test; *P* = 0.00016; Figure 3C, right panel). Next we plotted the 870-nucleosome positions (found within 300 bp of an NME2 target site in the un-induced condition) before and after NME2 induction. This showed a loss in organized nucleosome occurrence around NME2 binding sites in NME2-induced cells relative to the un-induced condition (Figure 3D). We further noted that expression of all the 791 genes with repositioned nucleosomes was significantly altered in the NME2-induced condition (*P* < 0.05, student's *t*-test, Figure 3D). For validation, we compared nucleosome occupancy and NME2 binding using quantitative real-time PCR in six genes. In all cases, low nucleosome occupancy signal was detected along with high NME2 occupancy in cells after NME2 induction as compared to that observed in un-induced cells (Figure 4).

### Target sites are nucleosome occupied in cells with depleted levels of NME2

We reasoned that in addition to induced NME2; A549 cells with depleted levels of NME2 would provide a suitable model to test nucleosome positioning/NME2 occupancy in a contrasting situation. To test this, we generated a stable NME2-depleted A549 cell line (see Materials and Methods). Following this we determined nucleosome positions in the NME2-depleted cells. All the 870 NME2 binding sites that were nucleosome-free in the NME2-induced condition and occupied in the un-induced state (Figure 3D) were also found to be nucleosome-occupied in the NME2-depleted condition. To further functionally validate this point, we show two promoters where the NME2 target site was not occupied by NME2 and had positioned nucleosomes in A549 cells and NME2-depleted A549 cells but were available for NME2 binding following NME2 induction (Supplementary Figure S3). In case of 53 genes, we found positioned nucleosomes on or near NME2 target sites on NME2 depletion relative to control A549 cells. Together this suggests that in contrast to the nucleosomal changes following increase in NME2 expression, NME2 target sites remain nucleosome-occupied in most cases on depletion of NME2.

### Binding site occupancy is transcriptionally active when associated with nucleosome repositioning

We found that occupancy of about a fifth (870 of 3956 NME2 target sites, ∼22%) of the transcription target sites was concurrent with repositioning of nucleosomes in the NME2-induced condition. Interestingly, these repositioning events resulted in altered expression of all the 791 genes (Figure 3D). In contrast, we found 1175 genes where the NME2 binding site (unique to the induced condition) was co-occupied with nucleosomes—only 130 (11%) of these genes showed altered expression. As a third possibility, we found 1990 genes with NME2 occupancy in the induced condition though no nucleosomes were present in the vicinity of the NME2 site either before or after induction—i.e. target sites appeared to be independent of nucleosome repositioning. Again, out of 1990, only 179 (8.9%) genes were differentially expressed. On mapping the NFR between the −1 and +1 nucleosome positions in each of the three situations described above, we found repositioning of the −1 nucleosome by ∼40 bp in the first case when repositioning was linked to binding site occupancy, whereas in the other two situations the NFR was minimally altered on inducing NME2 (Figure 5).

## DISCUSSION

Our findings suggest that TF binding when closely associated with nucleosome repositioning results in altered gene expression changes. Interestingly, in most cases when TF binding did not impact local nucleosome reorganization it was not associated with altered transcriptional state of target gene. As we used human cancer cells that are metastatic, and expression of the TF NME2 decreased their metastatic potential, these findings also help in understanding how TF binding-induced nucleosome level changes influence the transcriptome during metastasis.

### TF binding and transcriptional activity are linked through local nucleosome repositioning

It was recently reported that repositioning of the +1 nucleosome resulted in changes to NFR in genes that were differentially regulated during meiotic development in yeast (9). Though this was noted as a result of change in possibly multiple regulatory factors involved in meiotic development, it is consistent with our results. Furthermore, our findings indicate that assignment of transcriptional function to genome-wide target site binding would require information on nucleosome reorganization to be more precise. This helps explain the noted discrepancy in high throughput DNA binding studies where low overlap between experimentally determined binding sites and gene expression has been observed (34,35). A recent study noted chromatin accessibility before and after binding of the receptors (androgen (AR) or estrogen (ESR1)) were significantly altered (19) and suggested that both AR and ESR1 binding are associated with changes in local nucleosome occupancy. This is in line with our findings and suggests a model that integrates factor binding and transcriptional activity of genes with local nucleosomal changes.

Non-specific binding of NME2 in the induced condition could be a confounding factor. To address this, first, we checked and found that in NME2-depleted cells a large number of genes were oppositely expressed with respect to their status in NME2-induced cells; it is unlikely that non-specifically activated/repressed genes as a result of NME2 induction would be differentially expressed on depleting NME2 (Supplementary Figure S4). Second, the differentially expressed genes in NME2-induced cells correlate significantly with transcriptome changes that are clinically relevant (Supplementary Figure S5). Therefore, though all NME2 binding events do not lead to increase/decrease in transcription it is unlikely to be due to spurious binding—it is possible that many of these associations are required for functions other than transcription.

### Overall chromatin landscape in promoters is largely constant, site-specific changes are associated with transcription

We found only 11.4% of nucleosomes to be repositioned in promoter proximal regions as a result of NME2 induction. Therefore, it is interesting to consider that overall chromatin level changes may be relatively small. On the other hand, and perhaps more interestingly, there may be shift in nucleosome occupancy on TF binding, leading to site-specific ‘open’ or ‘closed’ regions that facilitate regulatory events. Our findings (discussed above) further support this: nucleosomes repositioning along with engagement of TF at specific sites were in almost all cases associated with transcriptional change in the corresponding gene. In addition, in both cases before and after NME2 induction, enriched promoter nucleosome occupancy correlated with decreased expression of genes. Together these support a model where nucleosome occupancy generally determines the suppressed state of the transcriptome, and reorganization induced by DNA binding factors (themselves or when associated with chromatin modifiers) results in transcriptional activation at specific loci. Although further studies using other TFs will be required to substantiate this, it appears to be consistent with an earlier study which observed decreased presence of nucleosomes in promoters of genes that were expressed during heat shock in yeast (16). However, others have also noted either unchanged nucleosome occupancy (yeast grown in different carbon sources (36,37)) or found nucleosome positioning to correlate with the state of transcription (active or silent), and not the extent of gene expression (18).

Epigenetic signaling directs the location of TFs to cognate sites in given chromatin territories. Following this, TFs are believed to be one of the key recruiters of chromatin modification and remodeling machineries (38–40). Recent evidence suggests that even the general TFs, such as subunit of TFIID (Transcription Factor II D) complexes, may be functional component of these machineries (41). In agreement with this basic understanding of transcription through chromatin, our results demonstrate TF binding to be transcriptionally competent when coupled with locally altered nucleosome positioning. Furthermore, our findings for the first time underline the importance of these aspects of chromatin biology in suppression of cancer spread mediated by NME2. However, it remains to be elucidated whether NME2-mediated alteration of nucleosomal reorganization possesses any unique features of the histone modification language (involving specific enzyme complexes and histone chaperones) that could be essential in mitigating metastasis.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity
**Source:** Nucleic Acids Res. 2014 Jul 31;42(15):9602–11. doi: 10.1093/nar/gku596
**Supplement:** SUPPLEMENTARY DATA

Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity — SUPPLEMENTARY DATA 

# Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

# Supplementary material for: Promoter-proximal transcription factor binding is transcriptionally active when coupled with nucleosome repositioning in immediate vicinity
**Source:** Nucleic Acids Res. 2014 Jul 31;42(15):9602–11. doi: 10.1093/nar/gku596
**Supplement:** SUPPLEMENTARY DATA

**Supplementary information**

**Yadav et al., 2013**

**Analysis of clinical transcriptomes**

Transcriptome profiles of 382 lung adenocarcinoma clinical cases (from four independent studies, references in manuscript text) were screened for 1722 regulatory factors. Each transcriptome was grouped as advanced (stage III and IV) or early (stage I and II); all pathological stage information was used as provided by the individual studies or as certified by the pathology report from the expO (International Genomics Consortium database where gene expression data from tissue samples procured and clinically annotated under standard conditions is publicly available ([www.intgen.org/expo](http://www.intgen.org/expo))). Gene expressions across datasets were normalized using the Z score transformation as reported earlier(42), differential expression of 1722 regulatory factors was tested between the two groups (early or advanced) and statistical significance analyzed using the student’s t-test. Twenty-three factors were found to be significantly differentially expressed in at least two of the four studies analyzed (*P*<0.05; Supplementary Figure 1a). As expected, many of the 23 factors identified by this analysis have been previously implicated in cancer progression across cancer types; notably FOSL2, FOXD3 and HSF1 in metastasis of breast cancer, melanoma and hepatocellular carcinoma respectively (43-45). NME2 was selected for further work as it was significantly repressed in advanced stages in all four independent studies.

**Analysis of NME2 levels and patient survival data**

Survival data from four independent previous studies were analyzed for correlation with NME2 transcript levels. Normalized values of NME2 expression were used where available, in cases, where only raw signal intensity was given normalization was done after z-transformation as mentioned above. We analyzed correlation of individual NME2 levels and survival for each patient using Pearson correlation (Supplementary Figure 1b).

**Comparative analysis of gene expression patterns between clinical sample datasets and NME2-induced/depleted A549 cells**

In order to test the overall correlation between gene expression difference observed in clinical samples versus the changes observed on depleting or inducing NME2, we first pre-processed the datasets using a previously published method(46). Briefly, for clinical samples, v (defined as relative fold change for each gene) between expression of advanced versus early stages was calculated using

v = s (1− p)

where ‘p’ is the p-value calculated by performing a student’s t-test for expression difference between the stages of cancer samples, ‘s’ denotes the sign of the difference between the average values in the two sets considered. Therefore, ‘v’ indicates the extent to which a gene was up or down-regulated in the advanced stage with maximal and minimal values of 1 and -1 respectively. ‘v’ for genes from the dataset of NME2-induced A549 cells was calculated similarly using respective control cells. Following this, ‘v’ obtained from the clinical samples was compared with that from NME2-induced condition for respective genes; statistical significance of this comparison was tested using the Pearson correlation test.

**Gene set enrichment analysis (GSEA)**

GSEA analysis was done as reported earlier (47). Briefly, a set of differentiallyexpressed genes (in NME2-induced state relative to the un-induced condition) was given as the query set. Each query gene set was checked for enrichment within the list of genes ordered on the basis of expression difference between the two diagnostic classes (early or advanced stage of lung cancer). Enrichment score (ES) based on Kolmogorov-Smirnov (K-S) running sum statistic was calculated for each query set. To determine whether a query gene set was enriched in one diagnostic class relative to the other, the entire procedure of ES calculation was repeated 1,000 times, using permuted diagnostic assignments. This provides a global P value for assessing whether any gene set was associated with the diagnostic categorization at a significance cut off (*P<* 0.05; FDR < 5%).

Analysis of >47,000 transcripts following NME2 induction revealed 781 genes to be up and 898 genes as down regulated (*P*<0.005). GSEA with the profile obtained from 93 lung cancer samples (after subtracting the profile of early from advanced samples) showed that genes repressedin NME2-induced cells were down regulated in early lung cancer samples (Supplementary Figure 1e; left panel; NES=-1.5; *P*=0.03) and similarly, up regulated genes in A549 cells had increased levels in theearly stages (Supplementary Figure 1e; right panel; NES=1.25; *P*=0.04).

**Supplementary Figure Legends**

**Supplementary Figure 1. (a)** Left panel:Analysis of differential expression of 1722 regulatory factors between early (stages 1&2) and advanced (stages 3&4) of lung cancer in four independent clinical transcriptome profiles; expression index: red, up-regulation and blue, down-regulation. Right panel:heat map for 23 regulatory factors that showed reduced expression in advanced tumor stages in at least two data sets; expression index: red, significant down regulation and black, no change. **(b)** Correlationbetween patient survival and NME2 expression in individual cases for the all four studies; normalized NME2 expression, as available from individual studies or z-transformed by us in cases where raw intensity was given; statistical significance was tested using Pearson correlation. **(c)** NME2 expression, mRNAof A549 cells following treatment with NME2-specific siRNA or control si-RNA. **(d)** Gene Set Enrichment Analysis (GSEA) of two gene sets representing NME2-repressed (left) and NME2-activated (right) genes in 93 lung cancer samples grouped as early versus advanced stage (see Supplementary Information). NES, normalized enrichment score; p = nominal p value; q value = corrected p-value; heatmap on the bottom of each panel represents the ranked, ordered, non-redundant list of genes - on the far left (red) up-regulated in early stage samples, and genes on the far right (blue) up-regulated in advanced stage samples. On each panel, the vertical black lines indicate position of genes of the queried gene set (NME2 repressed or activated) in the ordered, non-redundant data set (early versus advanced stage lung cancer). The green curve corresponds to the ES (enrichment score) curve, which is the running sum of the weighted enrichment score obtained using the GSEA algorithm. (e) Comparison of NME2 level across cell lines, normal lung and lung tumor sample; the upper panels represent western blots to check NME2 protein expression across different types of samples; actin was used as loading control. The lower panels represent spot densitometric analysis of bands; expression in A549 is given unit value and subsequently used for comparison.

**Supplementary Figure 2. (a)** ChIP-seq reads for NME2. Reads were mapped on human reference genome and uniquely mapped reads were retained for further analysis; percentage of uniquely aligned reads was >80% in most cases. **(b)** Distribution of NME2 binding sites before and after induction: across different human chromosomes; **(c)** distribution of NME2 peaks with respect to genomic locations; TSS (transcription start site), within gene and downstream of TES (transcription end site). **(d)** fold enrichment analysis of peaks across replicates; x and y axes represent fold enrichment of a peak relative to input control (2-6 fold represented here); N= number of peaks; each solid circle represents a peak; R represents correlation coefficient. **(e)** Transcription factor binding sites (TFBS) enriched within NME2 peaks in cells before (left panel) or after (right panel) induction of NME2.

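Panel b counts NME2 binding sites on each chromosome. The chromosomes differ in length, so the number of peaks and the number per Mb answer different questions. Across the 24 chromosomes the numbers of peaks before and after inducing NME2 had a Pearson r of 0.923 (two-sided permutation p = 1e-05, adjusted p = 1.67e-05) and a Spearman rho of 0.924 (p = 1e-05, adjusted p = 2.5e-05). Without the 2 chromosomes farthest from the median number of peaks before induction, r was 0.884. Per Mb of the span from the first to the last peak of a chromosome, r was 0.504 (permutation p = 0.0122, adjusted p = 0.0152) and rho was 0.587 (p = 0.00291, adjusted p = 0.00364), and r without the 2 farthest chromosomes was 0.609. With autosomes only, r per Mb was 0.496 and rho was 0.510. Without the 8 bins of 1 Mb that held more peaks before induction than any bin of uniform placements, r per Mb was 0.855 and rho was 0.752. These bins were picked from the list before induction, and taking them out can raise the correlation by itself. Without the 2 farthest chromosomes, r per Mb was 0.669 for autosomes only and 0.696 without those bins. The last 2 measures were chosen after seeing the data. The correlations are across chromosomes within 1 pair of lists. The Pearson and the Spearman correlations were each computed for 5 measures, and the Benjamini-Hochberg adjustment was made over the 5 values of each kind separately. The density ranged from 0.581 peaks per Mb on chromosome X to 1.33 on chromosome 16 before induction, and from 1.5 on chromosome Y to 4.82 on chromosome 21 after induction.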

**Supplementary Figure 3.** Representative examples of two promoters where NME2 binding was excluded (due to nucleosome positioning) in cells before NME2 induction or on NME2 depletion and were available on inducing NME2.

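The deposited peak lists were searched at both promoters, in the window read by eye from the axes and extended by 1000 bp on each side. Before induction neither window held a peak, and the nearest peak on the chromosome was 3184 kb from the CDH23 window and 1504 kb from the CACNG3 window. After induction a peak of 29 bp lay at CACNG3, on chromosome 16 of hg18 from 24175176 to 24175204, which is 0.175 kb outside the drawn window. At CDH23 the nearest peak after induction lay 33.9 kb from the window, on chromosome 10 from 72861946 to 72862393. The lists hold no cells depleted of NME2, and nucleosome positions were not analysed here.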

**Supplementary Figure 4.** Expression of 1051 genes in NME2 induced condition were reversed on depletion of NME2 in A549 cells (P<0.05, student’s t-test).

**Supplementary Figure 5. (a)** Expression signature of 450 genes differentially expressed after inducing NME2 in A549 cells that are significantly correlated with expression change found in early lung cancers relative to advanced stages in two independent clinical studies;**(b)** Pearsoncorrelation of relative fold change in expression between clinical samples and NME2 induced A549 cells.

**Supplementary Figure 1**

(b)

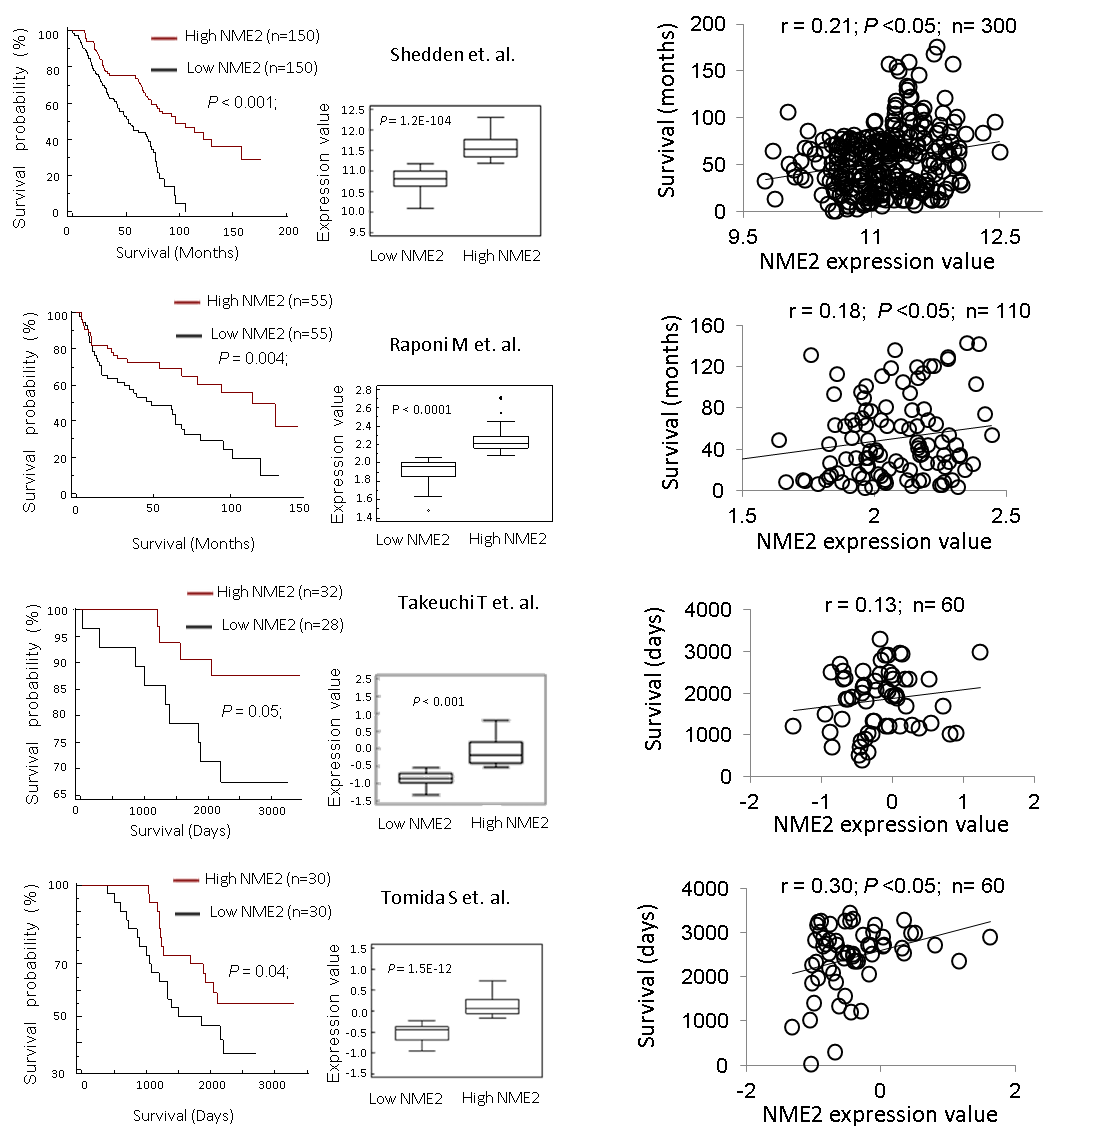

(c)

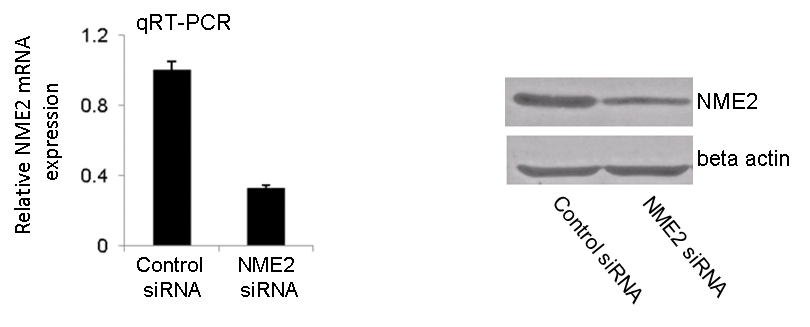

(d)

**
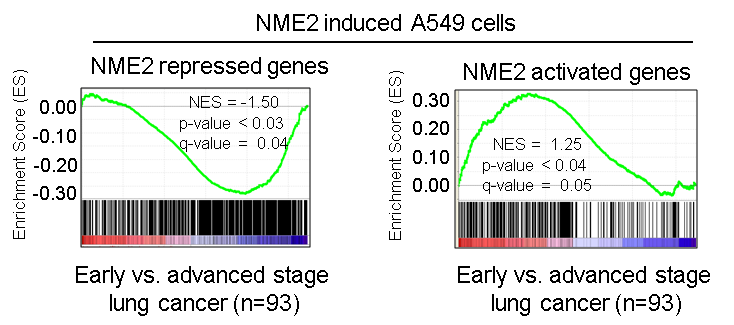
**

**(e)**

**
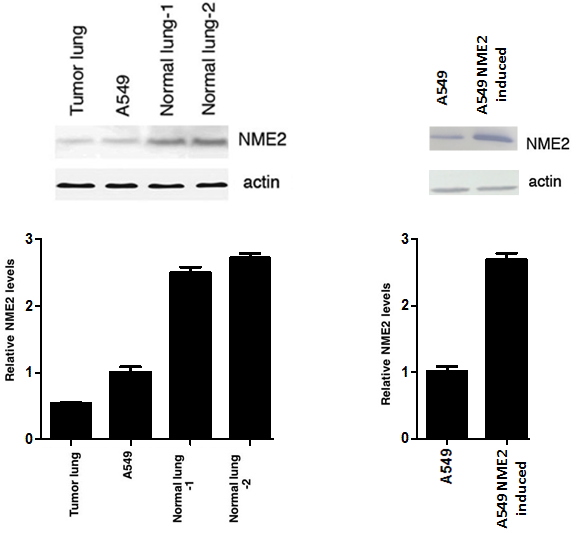
**

**Supplementary Figure 2**

(a)

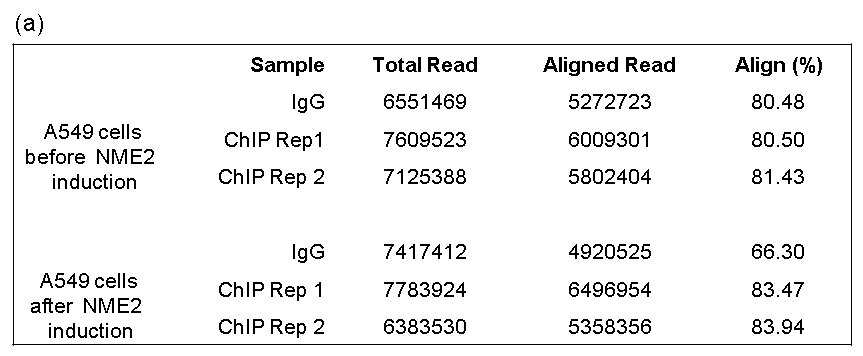

(b)

(c)

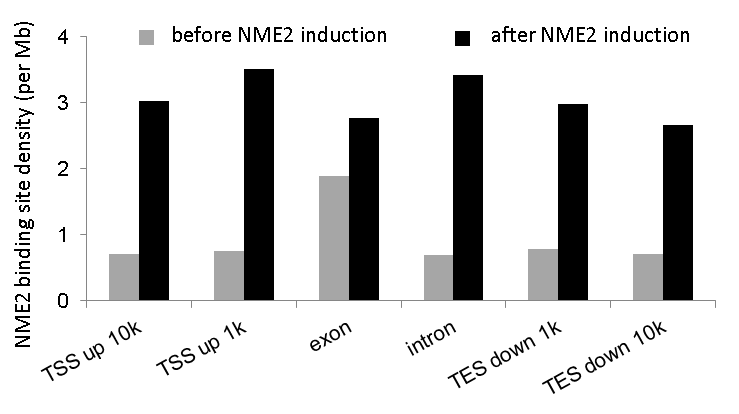

(d)

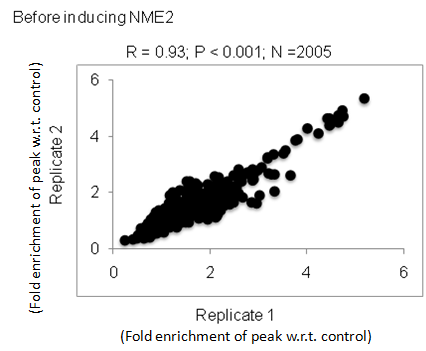

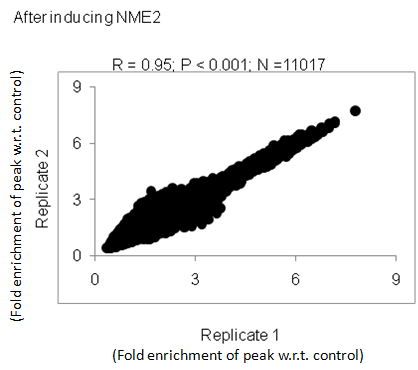

(e)

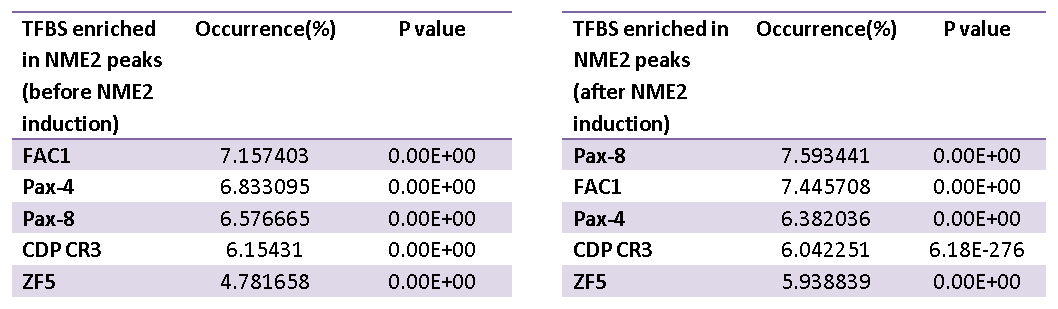

**Supplementary Figure 3**

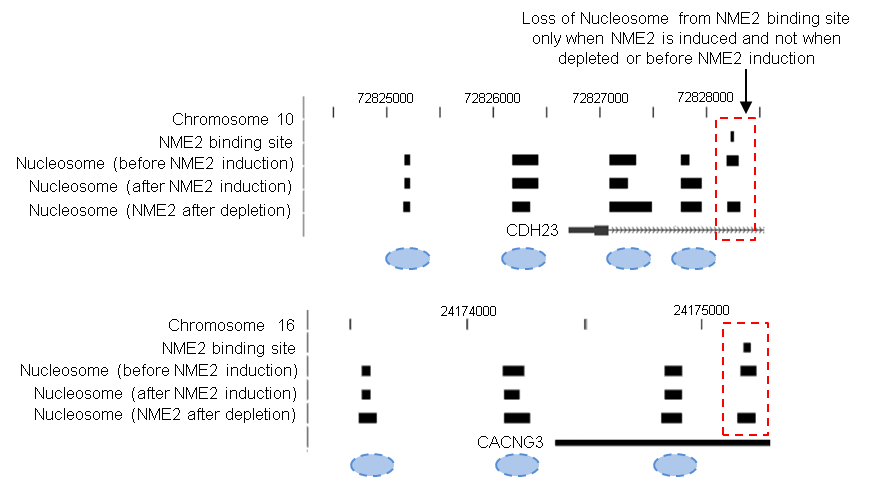

**Supplementary Figure 4**

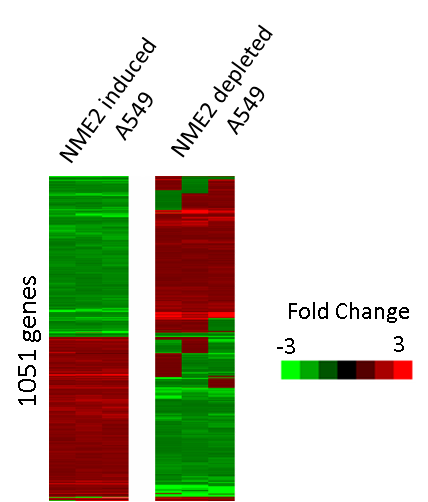

**Supplementary Figure 5**

(a)

(b)

**
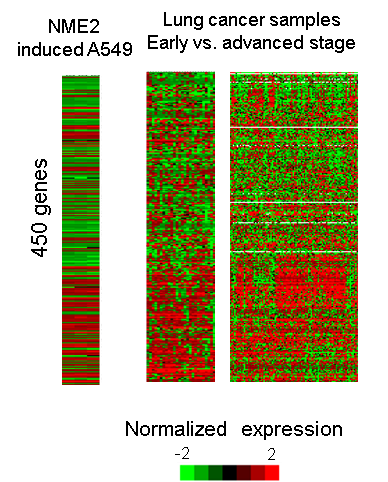

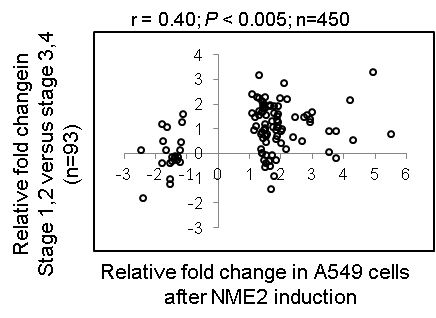
**

**Supplementary Table 1**

**Primer information for validation of results from nucleosome and NME2 binding sites**

|  | forward primer | reverseprimer |
| --- | --- | --- |
| ZNF71 | TGGAGGTAGGAAAGTTGCATGA | ATGCACTGCCTGTCTCTCACA |
| FGF1 | ACACAAGCCTGCTCACCTGAT | CTGGAGAGCATATTTCTAGTTCTGACA |
| LHX1 | CGACTATGAGAGCGCTGTTTGT | TCTCCTGCGCCCAATGAG |
| RUNX1 | TCCCAGCCCACTCCATCTC | CCAGTGCCTGCAAAGTGTATCT |
| CDH23 | GATGATGAGTCAGCCCACGAT | CCCTGCACCACGAACCA |
| CACNG3 | GAGCAGGCGGAGAGCTTTC | GCGAGCCGCTGAGAAGAGT |

Reference List

42. Cheadle, C., Vawter, M.P., Freed, W.J. and Becker, K.G. (2003) Analysis of microarray data using Z score transformation. *J.Mol.Diagn.*, **5**, 73-81.

43. Fang, F., Chang, R. and Yang, L. (2012) Heat shock factor 1 promotes invasion and metastasis of hepatocellular carcinoma in vitro and in vivo. *Cancer*, **118**, 1782-1794.

44. Katiyar, P. and Aplin, A.E. (2011) FOXD3 regulates migration properties and Rnd3 expression in melanoma cells. *Mol.Cancer Res.*, **9**, 545-552.

45. Milde-Langosch, K., Janke, S., Wagner, I., Schroder, C., Streichert, T., Bamberger, A.M., Janicke, F. and Loning, T. (2008) Role of Fra-2 in breast cancer: influence on tumor cell invasion and motility. *Breast Cancer Res.Treat.*, **107**, 337-347.

46. Goodarzi, H., Elemento, O. and Tavazoie, S. (2009) Revealing global regulatory perturbations across human cancers. *Mol.Cell*, **36**, 900-911.

47. Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M.A., Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S. *et al.* (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc.Natl.Acad.Sci.U.S.A*, **102**, 15545-15550.

How the deposited data were processed for this re-analysis (not part of the article)

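NME2 ChIP-seq was analysed in A549 cells before and after inducing NME2, with 2 NME2 libraries and 1 IgG library in each condition. The sample mapping was taken from the sample labels and matched the antibodies given in the Methods. The labels name the species of the IgG controls in a way that does not match the antibody of the same condition, and both were kept as labelled.

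The authors clipped reads to 24 bp, aligned them with MAQ to hg18, called peaks against IgG with CisGenome at the false discovery rate given in the Methods, refined the boundaries and filtered peaks supported by a single strand. They deposited 1 list of peaks per condition. The deposited lists hold a running number, a chromosome, a start and an end for each peak, without a header, a score, a read count or a column per replicate. The paper's text does not say what the running number ranks or how the replicate libraries were combined. Which list belongs to which condition is given by the name the authors gave it. The number of reads behind a peak is unknown, so the precision given is that of counting peaks.

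Positions were printed counting from 1, in hg18. Lists were compared with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the overlaps were checked with bedtools 2.31.1, which gave the same numbers (536 and 528 peaks, and 154 with at least 50% of both peaks). Shared peaks overlapped by at least 1 bp. The overlap was set against 10000 circular shifts of the peaks before induction within the span of their chromosome, in a one-sided test. Shares have Wilson 95% intervals. The distribution over chromosomes was tested with a chi-square statistic and 100000 permutations of the list labels, and each chromosome with Fisher's exact test and Benjamini-Hochberg adjustment. Median widths and correlations across chromosomes were tested with 100000 permutations, two-sided. The clustering of peaks was measured as the variance to mean ratio of peaks per 1 Mb bin, against 1000 uniform placements. These tests treat peaks as units and describe 2 lists, since no replicate values were used.

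The methods were tested on simulated data. All of 200 planted shared peaks were recovered among 2741 simulated peaks. The planted peaks were copies shifted by a few bp and overlapped their originals by construction. Their recovery checks the code and not the sensitivity to larger offsets. The chromosome test gave p under 0.05 in 5 of 200 simulations with no difference, and in 51 of 100 simulations in which chromosome 10 was raised 1.4-fold. Peaks were drawn independently in these simulations, while the deposited peaks cluster. The rate of false positives with clustered peaks was therefore not measured.

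Genes and sites were named by a rule set before the data were examined: the 6 genes of Figure 4, the 3 chromosomes with the largest difference in share in each direction, and the 3 bins of 1 Mb with the most peaks in each list. Named outside this rule were, among others, chromosome Y, its dense bin at 11 Mb and the chromosomes with peaks at their start. The alternatives tried were other definitions of overlap, other ways to move peaks, autosomes only, clusters of neighbouring peaks, leaving out each chromosome, other bin sizes, other windows at the loci of Figure 4, and 4 kinds of alternatives chosen after the data were seen (the number of peaks found in 1 list only, leaving out dense bins, the earlier part of each list by running number, and further densities per Mb). The sequence and gene annotation of hg18 were not used here, so the motif, the gene features, the promoter sites and the genes near peaks were not analysed. Nucleosome positions, transcriptomes and quantitative PCR were not analysed here.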

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

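Peaks that the paper does not discuss stood out in 3 ways. The tests of piled-up reads, of shared peaks against chance and outside the dense bins, and of placement at chromosome starts were chosen after the peak numbers they rest on had been seen in whole or in part.

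Dense bins before induction. In the list before inducing NME2, 8 bins of 1 Mb held more peaks than any bin of 1000 uniform placements, in which the densest bin had 10 peaks. The 3 densest held 49 peaks on chromosome 10 (41 to 42 Mb), 41 on chromosome 16 (44 to 45 Mb) and 29 on chromosome 4 (48 to 49 Mb). Together the 8 bins held 184 peaks (7.24% of the list), of which 2 overlapped a peak found after induction. In the list after induction no bin exceeded the uniform maximum of 17. The list after induction held 5 peaks in these bins. Regions where reads pile up in any library of this genome stay open as an explanation, because peaks were called over IgG and a pile-up in the IgG library of 1 condition could remove them from its list. Sequence beside the longest stretch without peaks, as a gap in the assembly would leave, is a candidate explanation: 7 of the 8 bins reached within 1 Mb of the longest stretch without peaks on their chromosome, against 3.22% of all bins (exact hypergeometric test, p = 2.25e-10), the exception being the bin at 11 Mb of chromosome Y. All bins beside such a stretch held 10.4% of the peaks before induction, a share that includes 7 of the 8 dense bins and so partly restates the excess. They held 2.16% of the peaks after induction, which is no excess over 3.22% of the bins. The position alone therefore does not account for the excess, which is in 1 list. The longest stretch was taken from the peak lists themselves and the assembly was not examined. A difference between the IgG libraries, between the antibodies or in the cells would each leave such a pattern in 1 list, and none of these was tested.

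Shared peaks. 536 peaks before induction overlapped a peak after induction. Chance overlap gave at most 9 in 10000 circular shifts, and 534 overlaps were left outside the dense bins, so neither chance nor the dense bins account for them. NME2 bound at these sites in both conditions remains a hypothesis. Regions enriched with any antibody could give shared peaks too, and the lists alone do not decide between these, since the IgG libraries were used here only through the authors' peak calling.

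Chromosome starts. 8 peaks before induction and 6 after induction began in the 1000 bp at the start of a chromosome, on chromosomes 1, 4, 9, 18 and X before and 1, 2, 4, 18 and X after. In 1000 uniform placements the largest number was 1 in either list, which argues against chance placement. Of these peaks, 7 before and 5 after induction overlapped a peak of the other list. Whether repeated sequence at chromosome ends, to which reads of 24 bp align ambiguously, or NME2 binding lies behind them was not tested.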

How the results depend on the processing

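No paired analysis was possible because each condition has 1 list of peaks and the lists carry no replicate values. For the same reason no replicate was left out. The lists have no score, so the alternatives that needed one were void, and the planned motif and gene feature alternatives were not run because they needed hg18 sequence and annotation. The use of the running number, the removal of dense bins, the count of peaks of 1 list only and 2 further densities per Mb were chosen after seeing the data.

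In all, 16 results were recomputed under 68 alternatives. Of these alternatives 61 kept the direction and the side of the threshold, or stayed within the interval or within 1.5 times the count, 3 lost the threshold, 4 moved and 0 reversed. Of the 68 alternatives 9 could not change anything: 6 for the number of peaks and 2 for the width, because the lists hold no duplicates, no touching peaks and no other chromosomes, and 1 for the loci of Figure 4 before induction, where a narrower window of 200 bp cannot hold a peak that the wider one lacks. Of the other 59, 52 kept their result, and 24 of the 59 were reruns of 1 test with a chromosome left out. With a reciprocal overlap the number of unique peaks after induction could not leave its band of 1.5 times. The 52 therefore overstate how many results withstood an independent alternative able to change them. The difference in distribution over chromosomes, the share of peaks found again and the number of Figure 4 loci with a peak depended on the processing. The permutation p of the distribution, 1e-05 in the comparison of all peaks, became 0.708 with 1 count per 100 kb cluster, 0.46 without the dense 1 Mb bins and 0.066 in the first 50% of each list by running number. The clusters and the shorter lists also hold fewer peaks, and the power lost that way was not measured. Clusters with peaks of both lists counted for both, which lowers the difference by itself. With each chromosome left out in turn the p stayed between 1e-05 and 0.00015, the highest without chromosome 16, and with autosomes only it was 6e-05.

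The share of peaks before induction found again after induction was 21.1% with an overlap of 1 bp, 6.06% with a reciprocal overlap of 50%, 27.1% with centres within 300 bp and 29.6% with a gap of at most 1000 bp. These definitions admit fewer or more pairs by construction. The overlap over chance, 267 times the mean of circular shifts, was 240.1 times that of local shifts of at most 1 Mb. The number of Figure 4 loci with a peak after induction was 2, and 1 with windows extended by 200 bp, where the peak at CACNG3 on chromosome 16 lies outside the window. That peak lay 0.225 kb from the window read from Figure 4 and 0.175 kb from the window read from Supplementary Figure 3. Both windows were read by eye, so this change rests on the reading of the axis.

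The difference in median width, which had 1 alternative able to change it (peaks of 1 list only), the correlation across chromosomes, the clustering of peaks, the counts in the projections and the number of peaks unique to the induced condition stayed on the same side under each alternative run for them. The Pearson r was 0.923 for peak numbers and 0.504 per Mb, and 0.855 per Mb without the dense bins. The last value was 0.696 when the 2 farthest chromosomes were also left out. Since the lists give no reads, how the depth of the libraries limits the number of peaks could not be measured.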

Differences from the paper's values

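The paper's peak numbers are 2005 before and 11017 after inducing NME2, and the deposited lists hold 2541 and 11545 peaks, so that the first exceeds the paper's number 1.27 times and the second by less. None of the 3 alternatives set before the data were examined for the number of peaks (chromosomes 1 to 22, X and Y only, exact duplicates once, touching intervals merged) changed these counts, and none could, since the lists hold no such peaks. When peaks that overlap a peak of the other list by at least 1 bp are left out, 2005 peaks remain before and 11017 after induction, the paper's numbers. This setting was chosen after seeing the values for the list before induction, while the count for the list after induction was planned as the number of its unique peaks.

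Figure 4 draws an NME2 binding site after induction at each of the 6 loci. By quantitative PCR, which was not analysed here, the paper also reports higher NME2 occupancy after induction at all of these loci. The list after induction held a peak at 2 of them, ZNF71 and CACNG3, with windows extended by 1000 or 5000 bp, and at ZNF71 alone with 200 bp. With 200 bp the peak at CACNG3 fell outside, 0.225 kb from a window read by eye. The list held none at FGF1, LHX1, RUNX1 and CDH23. Supplementary Figure 3 shows NME2 binding after induction at CDH23 and CACNG3, and the list held a peak at CACNG3 only. Figure 4 prints CACNG3 on chromosome 10 and Supplementary Figure 3 on chromosome 16. The peak was found on chromosome 16, and on chromosome 10 the nearest peak after induction lay 247 kb from the drawn window.

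The paper calls the distribution over chromosomes largely similar in both conditions. The chi-square statistic of the 2 lists was 75.8 (permutation p = 1e-05), with 4 chromosomes past an adjusted p of 0.05, and the largest difference in share was 1.77 percentage points. With 1 count per 100 kb cluster, an alternative set before the data were examined, p was 0.708, and without the dense bins, an alternative chosen after seeing the data, it was 0.46 with 0 chromosomes past an adjusted p of 0.05 and 1 at an unadjusted p under 0.05. Counting shared clusters for both lists and removing bins that are dense in 1 list each lower the difference by themselves.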

Other observations

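Of the tests here, those of small offsets and of the position in the list were chosen after the overlap had been seen, and the simulations of evenly spread peaks after the result without the dense bins had been seen.

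Chromosomes. The shares of chromosomes 16, 10 and Y before induction could come from few dense regions. Without the dense 1 Mb bins the chi-square statistic fell from 75.8 to 23.0 and the permutation p was 0.46. These bins were picked from the list before induction, and taking them out lowers the difference by itself. In 100 simulations the number of peaks per chromosome was kept and the peaks before induction were spread evenly. The densest bins were taken out until at least 184 peaks before induction were gone, and the statistic stayed between 43.5 and 73.7. This took a median of 47 bins, against 8 in the data. The simulations therefore do not measure how much taking out few concentrated bins lowers the statistic by itself. Counting neighbouring peaks within 100 kb once, which treats dependence between neighbouring peaks, gave a permutation p of 0.708. Clusters with peaks of both lists counted for both, which also lowers the difference by itself, and how much was not measured. Both results are what dense regions and dependent peaks would leave, and they do not separate these explanations from each other.

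Peaks lost after induction. Of the peaks before induction, 78.9% overlapped no peak after induction, although the list after induction is larger. Small offsets between peak boundaries would bring most of these back with a wider tolerance. With a gap of up to 1000 bp, 216 of the 2005 (10.8%) were found again, which raised the share over all peaks before induction to 29.6%. Narrow peaks were found again more often than wider ones with the same gap, 32.2% against 27.1% of the peaks wider than 29 bp. This argues against narrow width as the cause of the loss at this tolerance. The width classes are not compared here at an overlap of 1 bp. Whether the lost peaks are weak ones cannot be told apart from other causes, because what the running number ranks is not stated: in the first 10% of the list before induction 55.7% were not found again, the share rose to 92.1% in the sixth 10% and it was 71.7% in the last. In the list after induction the share that overlapped a peak before induction fell from 26.2% in the first 10% to 0.953% in the last 10%. The different antibodies in the 2 conditions stay open as well, since 0 antibodies were used in both conditions, and antibody and induction cannot be told apart. A change of NME2 binding with induction was not tested apart from the antibody.

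Clustering. The variance to mean ratio of peaks per 1 Mb bin was 3.39 before and 1.58 after inducing NME2, and in 1000 uniform placements at most 1.10 and 1.16. Stretches without peaks reached 30.06 Mb, on chromosome Y, and can raise the ratio over uniform placement without any clustering elsewhere. How much of the excess they make up was not tested. The densest bins after induction held 17 peaks on chromosome 2 (240 to 241 Mb), 15 on chromosome 11 (131 to 132 Mb) and 15 on chromosome 18 (74 to 75 Mb). These bins held 5, 5 and 6 peaks before induction.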
